A study of Mus musculus with 4 samples.

How the data were processed

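RNA sequencing was carried out on 4 mouse lung tumour samples, 2 from mice carrying a Cre-activatable mutant K-Ras allele (K-Ras LSL-G12D, a lox-stop-lox allele that is silent until recombined) and 2 from mice that also carried floxed alleles of Mll4. Per the labels' protocols, tumours were digested to single cells, red blood cells were lysed, cells bearing the leukocyte antigen CD45 were removed with magnetic beads, total RNA was extracted with Trizol, and libraries were run on an Illumina HiSeq 2000.

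The deposited values are raw read counts per gene symbol, one file per sample, in the layout HTSeq writes, with 5 closing lines that tally reads outside genes, reads in overlapping genes, reads of low alignment quality, unaligned reads and reads aligned to more than 1 place. The aligner, its version, the genome build, the gene annotation and the strand setting used by the authors are not stated in the labels or the files. Reads with more than 1 alignment were tallied apart and not assigned to genes in the deposited counts, so genes with near-identical copies are undercounted. Each file listed 24391 genes, and 24271 of them were matched by symbol or synonym to a RefSeq gene of the mouse GRCm38 assembly, from which positions are given. The authors' build may differ.

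Groups and replicate numbers were taken from the sample titles. The labels name no library or sequencing batch, so none could be examined. The main comparison was Mll4-deleted minus K-Ras over all 4 samples, fitted with edgeR 4.0.16 in R 4.3.3. Genes were kept with the default count filter (filterByExpr), counts were scaled by the trimmed mean of M values (TMM), dispersions were estimated with default settings, and the robust quasi-likelihood test was applied with Benjamini-Hochberg adjustment. A gene was called when its adjusted p was under 0.05. Expression is given as TMM-normalised CPM, read counts scaled to a common library size, as mean ± SD over the 2 samples of a group. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F statistic.

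Gene lists were written before the data were examined. Energy metabolism was included because it was known to be a question of the study, so the choice of those sets was not independent of that knowledge. One family held 4 program sets (glycolysis, oxidative phosphorylation, proliferation, and transcripts induced by MAPK signalling), and the other held 9 sets of cell-type markers. Sets were tested with camera from limma 3.58.1, with the inter-gene correlation preset to 0.01 and Benjamini-Hochberg adjustment within each family. A set's median log2 fold change was also placed among those of 10000 random lists matched on mean expression.

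The genes named in the text were fixed by rule before the data were examined. They included Kmt2d, Kmt2b, Per2 and Ptprc, then the 5 genes with the smallest p-value in each direction among called genes with an absolute log2 fold change of at least 1 and with both samples of one group above both of the other. Where no gene qualified in a direction, the 2 with the smallest p-value were named as not called. The 3 members of each program set with the largest absolute log2 fold change and the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty completed the list. Further genes named in the closing observations belong to tests described there.

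Alternatives planned before the data were examined were other scalings, other count filters, the replicate number as a block, DESeq2 1.42.0, the edgeR likelihood ratio test, limma-voom, a non-robust fit, a stricter threshold, a test against a log2 fold change of 1, removal of the sex-linked genes, an estimated inter-gene correlation, and leaving out each sample in turn. Offsets for GC content and transcript length, from smooth fits with mgcv to the longest GENCODE M21 transcript of each gene, were added after seeing the data, as were 2 settings of the edgeR fit. Of the 16001 tested genes, 15862 had a GC content and length.

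The fits were tested on simulated counts with the real means and library sizes and 200 changed genes. With a spread shared by all genes, the quasi-likelihood test recovered 97.0% of the changed genes and made 6 false calls. With a spread that varied between genes as widely as estimated here, it recovered 0%, the likelihood ratio test recovered 77.0% with 42.3% of its calls false, and DESeq2 recovered 85.5% with 53.3% of its calls false. The set test called 20 of 20 shifted simulated sets and 0 of 20 unchanged ones, in simulations where genes varied independently.

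The reads assigned to genes numbered 26683033 and 32887250 in the Mll4-deleted samples and 29096295 and 36677987 in the K-Ras samples, so 3 reads, taken as the smallest number that shows a transcript, correspond to between 0.0818 and 0.112 CPM. This floor covers counting error only. The libraries carried no stated molecular identifiers.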

Results

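Lung tumours driven by oncogenic K-Ras were compared with tumours of the same kind labelled as also lacking Mll4. The aim was to ask how the loss changes gene expression in tumour tissue. Mll4, now named Kmt2d, encodes a histone H3 lysine methyltransferase that acts mainly at enhancers. Each group held 2 samples, and CD45-bearing leukocytes had been depleted from each before RNA extraction. Gene-assigned reads ranged from 26683033 to 36677987 per sample, and the ranges of the groups overlapped. The number of genes with at least 1 read ranged from 18308 to 18798. The 10 most abundant transcripts took between 7.67% and 8.85% of the gene-assigned reads in each sample.

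Across the 16001 genes that passed the count filter, log2 CPM correlated at r = 0.983 between the Mll4-deleted samples and at r = 0.960 between the K-Ras samples, against 0.935 to 0.956 between samples of different groups. These correlations are across genes, which are not independent replicates. The chi-square statistic per gene between the replicates was 48.7 in the Mll4-deleted group and 129 in the K-Ras group, far above the value of 1 that sampling noise alone would give. Between samples of different groups it ranged from 118 to 238, so its lowest value, between the samples numbered 1, was below that of the K-Ras replicates. The replicates were therefore not repeat counts of one library. They were treated as separate replicates because the labels number them so. The labels do not say whether they came from different mice, and libraries made from the same RNA could also exceed 1. The first principal component carried 62.4% of the variance and separated the groups. The median within-group SD of log2 CPM was 0.14 in the Mll4-deleted group and 0.20 in the K-Ras group.

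The targeted gene was examined first. Kmt2d lies on chromosome 15 from 98831669 to 98874077 (GRCm38). Its expression was 461 ± 92.2 CPM in K-Ras tumours and 342 ± 35.6 CPM in Mll4-deleted tumours (SD, n = 2 each). Both Mll4-deleted samples, at 367 and 317 CPM, were below both K-Ras samples, at 395 and 526 CPM. The log2 fold change was -0.43 (SE 0.21), and it was not called (edgeR quasi-likelihood adjusted p = 0.297). Offsets for GC content and transcript length, added after seeing the data, moved it most, to -0.06. The read depth was ample, with between 9636 and 19004 reads on the gene in each sample. The counts are totals per gene, so they do not resolve the loss of single exons from a transcript that is still made. The loss of Mll4 is therefore taken from the labels and is not shown by these counts. Kmt2b, which has also been called Mll4, lies on chromosome 7 from 30568855 to 30589056. It was at 132 ± 19.2 CPM in K-Ras and 118 ± 0.835 CPM in Mll4-deleted tumours (SD, n = 2 each), with a log2 fold change of -0.16 (SE 0.15, edgeR adjusted p = 0.558). The sign of this difference reversed to 0.14 with the GC and length offsets.

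The sex of the mice was checked with sex-linked genes. Ddx3y, a Y-linked gene, was expressed at 112.5 to 162.6 CPM in all 4 samples, and Eif2s3y, Kdm5d and Uty were also expressed in all 4. Xist, the X-inactivation transcript of female cells, was at 3.20 to 4.30 CPM. None of these sex-linked genes differed between the groups, with edgeR adjusted p values from 0.361 to 0.792.

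Across all genes, 6 were called at an adjusted p under 0.05 by the edgeR quasi-likelihood test. All 6 were higher in Mll4-deleted tumours and all changed by more than 1 on the log2 scale, while 0 genes were called lower. At an unadjusted p under 0.05 there were 3486 genes, of which 1815 were higher and 1671 lower, against about 800 expected by chance. The number of called genes depended strongly on the test. DESeq2 called 1601 genes, 804 higher and 797 lower, and limma-voom called 0.

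The labels number the replicates 1 and 2 in both groups, which may be taken as pairs. Deviations from the group means correlated at 0.21 between same-numbered samples across genes. With the replicate number as a block, the edgeR quasi-likelihood test called 255 genes, 229 higher and 26 lower, against 6 without it. The block leaves fewer than the 2 residual degrees of freedom of the main fit, so the spread of a single gene is less well determined there. Calls made only with the block are therefore weak evidence. All 6 genes remained called in the fit with the block. The pairing is taken from the labels, which do not say what the samples of a pair share. With the block and the GC and length offsets in one fit, 414 genes were called.

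**Figure D1:**
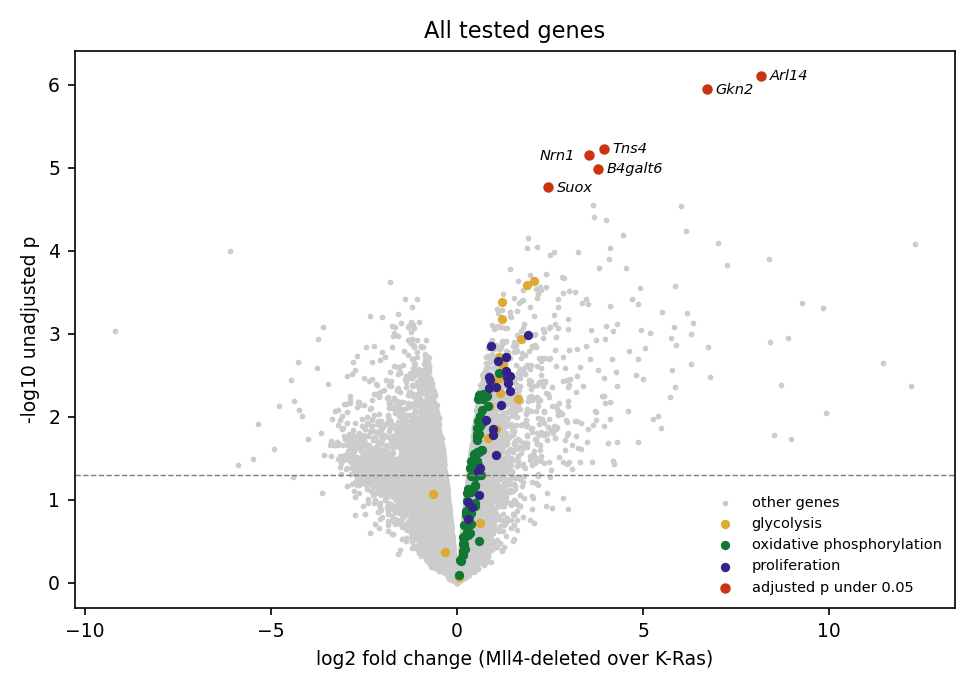
Log2 fold change of Mll4-deleted over K-Ras tumours (x axis) against -log10 of the unadjusted edgeR p (y axis) for each of the 16001 tested genes, with members of 3 gene sets coloured. The 6 called genes, in red, lie to the upper right, and the 76 oxidative phosphorylation genes lie to the right of 0, as drawn with TMM scaling (75 with scaling by total counts, the upper quartile, or GC and length offsets).

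The gene with the smallest p-value was Arl14, which encodes a small GTPase of the ARF family (chromosome 3, 69222419 to 69223618). It had 1 read in each K-Ras sample, below the 3 reads taken as the floor, and 9.86 ± 1.52 CPM in Mll4-deleted tumours (SD, n = 2), giving a log2 fold change of 8.18 (SE 0.41, edgeR adjusted p = 0.00911). The size of this change rests on the K-Ras reads being near 0. Gkn2, the gene of the gastric secreted protein gastrokine-2 (chromosome 6, 87373365 to 87379494), rose from 3.32 ± 0.201 to 350 ± 47.7 CPM (SD, n = 2 each), a log2 fold change of 6.72 (SE 0.21, edgeR adjusted p = 0.00911). Tns4, which encodes a focal adhesion protein (chromosome 11, 99065678 to 99089306), rose from 4.95 ± 0.624 to 76.4 ± 5.10 CPM, by 3.94 on the log2 scale (SE 0.17, edgeR adjusted p = 0.0285). Nrn1, the neuritin gene (chromosome 13, 36725622 to 36734477), rose from 11.04 ± 1.37 to 130.1 ± 7.57 CPM, by 3.56 on the log2 scale (SE 0.16, edgeR adjusted p = 0.0285). B4galt6, a galactosyltransferase gene (chromosome 18, 20684599 to 20746404), rose from 7.34 ± 1.13 to 102 ± 10.00 CPM, by 3.80 on the log2 scale (SE 0.19, edgeR adjusted p = 0.0329). The other called gene rose by 2.45 on the log2 scale. All genes given with a position here are annotated as protein coding. The differences of the 5 named genes exceeded the spread between replicates. None of the 6 was called by limma-voom.

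No gene was called lower in the main comparison. The lower gene with the smallest p-value was Eno1b (chromosome 18, 48045335 to 48048379), at 6.17 ± 1.96 CPM in K-Ras and 0.0846 ± 0.0120 CPM in Mll4-deleted tumours (SD, n = 2 each), where it had 2 and 3 reads. Its log2 fold change was -6.11 (SE 0.54) with an edgeR adjusted p of 0.0800. Eno1b is a near-identical copy of Eno1, so its count is uncertain. Clca3a1 (chromosome 3, 144729677 to 144760977) followed, at 32.8 ± 0.187 CPM in K-Ras and 9.47 ± 1.37 CPM in Mll4-deleted tumours, with a log2 fold change of -1.79 (SE 0.18, edgeR adjusted p = 0.108). Both were called in the fit with the replicate number as a block, at adjusted p values of 0.0197 and 0.0304. Per2, a circadian regulator gene on chromosome 1 from 91415977 to 91459351, was lower in both Mll4-deleted samples (46.7 and 54.5 CPM) than in both K-Ras samples (64.6 and 145 CPM). Its log2 fold change of -1.05 (SE 0.41) was not called (edgeR adjusted p = 0.239), and it ranged from -1.51 to -0.37 when single samples were left out.

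**Figure D2:**
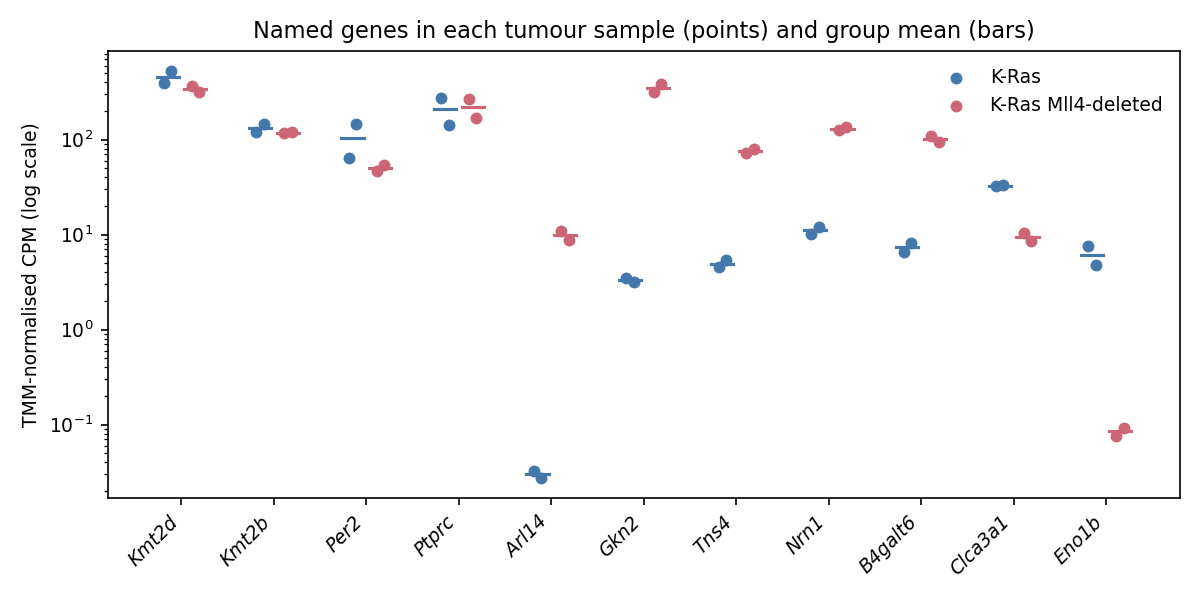
TMM-normalised CPM on a log axis (y axis) for 11 named genes (x axis), with 1 point per sample and a bar at the mean of each group. The points of the groups are apart for the 5 genes from Arl14 to B4galt6 and for Clca3a1 and Eno1b, close for Kmt2d, and overlap for Ptprc.

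Energy metabolism was compared through gene sets. The 19 glycolysis genes had a mean log2 fold change of 0.96 and a median of 1.14, and 17 of them were higher in Mll4-deleted tumours, or 16 with scaling by total counts or the upper quartile (limma camera adjusted p = 4.11e-14). The median lay above those of all 10000 random lists matched on expression. The mean log2 CPM of the set was 7.10 and 7.29 in the Mll4-deleted samples and 6.28 and 6.15 in the K-Ras samples. Pgk1 changed most, from 36.1 ± 5.92 to 150 ± 23.9 CPM (log2 fold change 2.06), followed by Tpi1 (log2 fold change 1.89) and Gapdh (log2 fold change 1.73), with SEs of 0.20, 0.19 and 0.24. None of the 19 genes was called singly in the main comparison, and 15 had an unadjusted edgeR p under 0.05, all of them higher. Pgk1, Tpi1 and Gapdh were each called by DESeq2 and by the likelihood ratio test. With the replicate number as a block, Pgk1 and Tpi1 were called (edgeR adjusted p = 0.0383 and 0.0273). Several glycolysis genes have processed copies in the mouse genome, and Eno1 had only 85 to 337 uniquely assigned reads per sample, so its log2 fold change of 1.64 is uncertain.

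With TMM scaling, all 76 oxidative phosphorylation genes were higher in Mll4-deleted tumours, and 75 were with scaling by total counts, the upper quartile, or GC and length offsets. The set had a smaller mean log2 fold change of 0.44 (limma camera adjusted p = 3.49e-13). The set's mean log2 CPM was 5.39 and 5.32 in the Mll4-deleted samples and 5.03 and 4.80 in the K-Ras samples. None was called singly in the main comparison, and 37 had an unadjusted edgeR p under 0.05. The largest changes were in Cycs (log2 fold change 1.12), Ndufa5 (log2 fold change 0.83) and Cox7b (log2 fold change 0.82). Of these, Cycs was called with the replicate number as a block (edgeR adjusted p = 0.0484). DESeq2 and the likelihood ratio test each called Cycs, Ndufa5 and Cox7b. Ribosomal protein genes, which are also short and abundant, rose by more on average, with a mean log2 fold change of 0.61 over 79 genes.

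With every scaling run, the 24 proliferation genes had positive log2 fold changes, and with TMM scaling all were higher in both Mll4-deleted samples than in both K-Ras samples, with a mean log2 fold change of 0.98 (limma camera adjusted p = 2.09e-14). Cdk1 changed most, from 4.39 ± 1.22 to 16.7 ± 0.181 CPM (log2 fold change 1.92), followed by Plk1 (log2 fold change 1.42) and Ccnb1 (log2 fold change 1.42). None of the 24 was called singly in the main comparison, and Cdk1 was called with the replicate number as a block (edgeR adjusted p = 0.0484). DESeq2 and the likelihood ratio test each called Cdk1, Plk1 and Ccnb1. The 10 transcripts induced by MAPK signalling had a mean log2 fold change of 0.65, and 8 were higher (limma camera adjusted p = 0.00128). Epha4, Dusp4 and Epha2 rose most, by 1.46, 1.12 and 1.04 on the log2 scale. The rise was not general, since only 6 of the 10 were higher in both Mll4-deleted samples than in both K-Ras samples. The lowest log2 fold change in the set was -0.28.

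These set p-values depend on the preset correlation between genes. With the correlation estimated from the data, which leaves only 2 residual degrees of freedom, none of the 4 program sets was called, and the limma camera adjusted p was 0.155 for glycolysis, 0.282 for oxidative phosphorylation, 0.0997 for proliferation and 0.282 for MAPK output. The mean of each program set separated the groups without overlap, but an exact permutation test of 2 samples against 2 cannot give a two-sided p below 0.333. With the replicate number as a block, the mean log2 fold changes were 0.98 for glycolysis, 0.44 for oxidative phosphorylation, 0.98 for proliferation and 0.65 for MAPK output.

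**Figure D3:**
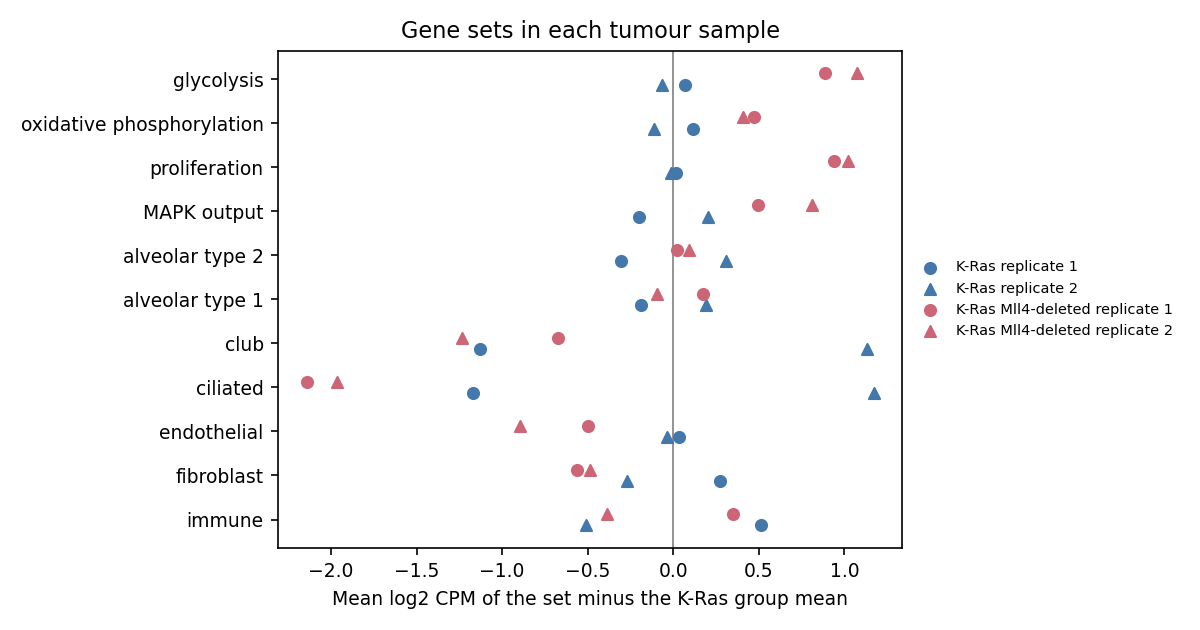
Mean log2 CPM of each gene set in each sample, relative to the mean of the K-Ras group (x axis), with colour for the group and symbol for the replicate number. Both Mll4-deleted samples lie to the right of both K-Ras samples for the upper 4 sets, while K-Ras replicate 2 stands apart from the other samples for the club and ciliated sets.

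Cell content was compared with marker sets, 9 in the family. The immune set did not differ (mean log2 fold change -0.08, limma camera adjusted p = 0.977), and Ptprc, the gene of CD45, was at 209 ± 93.1 CPM in K-Ras and 220 ± 69.5 CPM in Mll4-deleted tumours (SD, n = 2 each). Its transcripts were present in all 4 samples after depletion. The alveolar type 2 set, markers of the surfactant-producing cells of the lung, had a mean log2 fold change of 0.03, and the alveolar type 1 set 0.02, each with a limma camera adjusted p of 0.977. The endothelial set was lower in Mll4-deleted tumours by a mean log2 fold change of -0.70 (limma camera adjusted p = 3.34e-05) and the fibroblast set by -0.59 (limma camera adjusted p = 0.0113). Without K-Ras replicate 1 the fibroblast difference was -0.25. The ciliated set was lower by -2.50 (limma camera adjusted p = 1.48e-04) and the club cell set by -1.34 (limma camera adjusted p = 0.0476). The club set was not called with the replicate number as a block (-0.99, limma camera adjusted p = 0.0743), or with scaling by total counts or the upper quartile (limma camera adjusted p = 0.0547 and 0.0641). With GC and length offsets the club set was called (limma camera adjusted p = 0.0196). It was also called with the block and the offsets together (-1.05, limma camera adjusted p = 0.0327). The airway differences rested largely on K-Ras replicate 2, in which the ciliated set had a mean log2 CPM of 5.92 against 3.58 in K-Ras replicate 1. Without that sample the ciliated difference was -0.89 and the club difference reversed to 0.22. With the correlation between genes estimated, none of the 9 marker sets was called. Too few members of the mesothelial and red blood cell sets passed the count filter (50% and 25%), so the checks on those sets are void. The 3 mesothelial genes tested had a mean log2 fold change of 1.65 (limma camera adjusted p = 0.0113). Their mean log2 CPM was 4.96 and 5.12 in the Mll4-deleted samples and 3.20 and 3.58 in the K-Ras samples. The fits that left out one sample filtered genes anew, so their set means can cover other members. Those means ranged from 0.28 to 1.86. The 2 red blood cell genes tested had a mean of 0.41 (limma camera adjusted p = 0.895). No conclusion is drawn from either set.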

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

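The test in this part was chosen after the result was seen. Reads that fell in overlapping genes, a tally that no comparison above uses, made up 0.503% and 0.475% of the uniquely aligned reads in the Mll4-deleted samples and 0.448% and 0.419% in the K-Ras samples. This tally was singled out because both Mll4-deleted samples were above the level of both K-Ras samples, with a difference of 0.0555 percentage points between the means. A technical explanation is that a larger share of the reads fell inside genes in those samples. Counted per 100 reads in genes, the tally was 0.814 and 0.788 in the Mll4-deleted samples and 0.796 and 0.736 in the K-Ras samples, so the groups overlapped, and the lowest Mll4-deleted value minus the highest K-Ras value was -0.00764. The overlap rests on comparing samples with different replicate numbers. Among same-numbered samples the Mll4-deleted value remained the higher in both cases. The larger share of reads in genes is therefore a candidate explanation for part of the difference only, and no biological explanation was tested.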

How the results depend on the processing

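The GC and length offsets, with and without the replicate block, a robust dispersion estimate and the older quasi-likelihood fit were chosen after seeing the data. Against 6 called genes, all higher, the scalings and the settings of the quasi-likelihood fit gave between 5 and 8, including 8 with GC and length offsets. The strictest count filter gave 4, and the test against a log2 fold change of 1 gave 5. The loosest count filter gave 10, all higher and all past a log2 fold change of 1, and a threshold of 0.01 gave 2. With limma-voom 0 genes were called, while 3228 had an unadjusted p under 0.05. The replicate block gave 255 (229 higher, 26 lower, 252 past a log2 fold change of 1). The replicate block with GC and length offsets gave 414 (346 higher, 68 lower, 387 past 1). DESeq2 gave 1601 (804 higher, 797 lower, 1032 past 1), and the likelihood ratio test gave 1503 (776 higher, 727 lower, 1083 past 1).

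The numbers at an unadjusted p under 0.05 were close in all fits over the same 16001 genes, from 3228 to 3889, so the tests differ mainly in the tail of small p-values. In simulations with a spread between genes as wide as estimated here, 42.3% of the calls of the likelihood ratio test and 53.3% of those of DESeq2 were false, and the quasi-likelihood test recovered 0% of the changed genes. With a spread shared by all genes, which is not what was estimated here, those shares were 3.47% and 4.85%. The 1601 and 1503 calls may therefore include many false ones. The simulated shares cannot be carried over to them, because the share of false calls also depends on how many genes changed. That number was set to 200 in the simulations and is not known for the tumours, so the share among the 1601 and 1503 calls is not known. With the replicate block, 2.02% of the calls of the quasi-likelihood test were false with a shared spread. It made 0 calls with varying spread, which says nothing of its false calls there, and the simulated counts held no replicate effect. The share of false calls among the 255 and 414 genes is therefore not known. Depth limits the size of the Arl14 and Eno1b changes, which rest on 1 read in each K-Ras sample and on 2 and 3 reads in the Mll4-deleted samples.

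The Kmt2d log2 fold change kept its sign in every setting run and was never called, and it ranged from -0.62 to -0.22 when single samples were left out. Its sign in those fits, like that of the called genes and program sets, was fixed by both Mll4-deleted samples lying on one side of both K-Ras samples. With GC and length offsets it was -0.06, so the lower Kmt2d count cannot be told apart from a GC or length effect. In the fits that left out one sample, 1 arm held a single sample, so no calls were made.

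The mean changes of the 4 program sets stayed positive under the other scalings and count filters. With the inter-gene correlation estimated, none was called, at unchanged means of 0.963 (glycolysis), 0.646 (MAPK output), 0.440 (oxidative phosphorylation) and 0.977 (proliferation). Leaving out single samples, the MAPK output mean ranged from 0.467 to 0.858, the oxidative phosphorylation mean from 0.319 to 0.563, the glycolysis mean from 0.855 to 1.06 and the proliferation mean from 0.925 to 1.02.

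Several differences changed sign, including that of the club set, which was called at -1.34. The Kmt2b log2 fold change was 0.143 with GC and length offsets, with or without the block. Scaling by total counts gave -0.0268 for the alveolar type 1 set and -0.0154 for the type 2 set, the upper quartile gave -0.0367 and -0.0265, and the medians were -0.0420 and -0.0855. The immune set had a median of 0.0160. Over the fits that each left out one sample, the ranges were -0.33 to 0.63 (Ptprc), -0.0706 to 0.345 (Xist), -1.22 to 0.16 (Eif2s3y), -0.0412 to 0.410 (Kdm5d), -0.13 to 0.23 (alveolar type 1), -0.24 to 0.36 (alveolar type 2), -2.04 to 0.22 (club), -0.51 to 0.56 (immune) and -0.37 to 2.08 (red blood cell). The checks on the red blood cell set are void, as stated above, so its range carries no weight. The cause of these reversals was not tested.

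Among the 390 other values of named genes, 340 kept their side of the threshold, 43 moved past it, 5 fell below it and 2 changed sign. Of the 108 values of cell marker sets, 92 kept their side, 9 fell below it and 7 changed sign. Leaving out single samples, only 18 of 36 marker set values stayed within the spread between replicates, 9 moved further and 9 changed sign, in 5 of the 9 sets. Of 112 such values of named genes, 92 stayed within that spread, 15 moved further and 5 changed sign. Both tallies of marker set values include the mesothelial and red blood cell sets, whose checks are void.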

Other observations

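The tests of GC and length on the oxidative phosphorylation set, of cell content, of nuclear RNA, of the stomach and gut list under other splits, and of the share and sum of Eno1 and Eno1b were chosen after the results they bear on were seen. The stomach and gut list was written after Gkn2 and other genes of that kind were seen among the strongest rises. It leaves out the genes already seen and was written before the values of its members were seen, but it was tested on the same samples that prompted it, so the test is not independent of that observation. The other tests were set before their results were seen.

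The called genes were weighed against technical explanations. Only 1 of the 3 ways of splitting the 4 samples into 2 and 2, the real one, called as many as 6 genes. The other splits called 0, with 519 and 101 genes at an unadjusted p under 0.05 against 3486. Each side of those splits mixes the real groups, so the difference between the groups adds to the spread and few genes can pass. Both counts are below the 800 or so expected by chance, so they are not a baseline for 3486. The split that, like the real one, parts both same-numbered pairs gave 101, and the one that keeps those pairs together gave 519. With 3 splits the share cannot fall under 0.05, so a chance arrangement of the samples is not excluded by this count. All 4 samples expressed the Y-linked Ddx3y above 10 CPM, so the sex of the mice did not separate the groups. The mean total count of the Mll4-deleted samples was 0.906 of that of the K-Ras samples, with overlapping ranges. The overlap holds for reads assigned to genes only, and the Mll4-deleted sample was the lower of each same-numbered pair. The total of all tallied reads and the number of genes with reads (18308 and 18387 against 18639 and 18798) were lower in both Mll4-deleted samples than in both K-Ras samples, so a difference in depth is not excluded as a contributor. The share of uniquely aligned reads outside annotated genes also parted the groups, at 37.7% and 39.2% in Mll4-deleted against 43.2% and 42.7% in K-Ras samples. It was not tested as a contributor to the calls or to the set shifts, so it is not excluded for either. The immune marker set did not differ (limma camera adjusted p = 0.977). Its mean log2 fold change ranged from -0.51 to 0.56 when single samples were left out. Mcpt1, a mast cell protease gene picked for its large change, was at 1451 and 312 CPM in Mll4-deleted and 1.01 and 0.913 CPM in K-Ras samples. It was not called (edgeR adjusted p = 0.114). A difference in leftover immune cells is therefore not excluded as a contributor. Genes within 10 Mb of Kmt2d, where a strain segment might have travelled with the floxed allele, had an unadjusted p under 0.05 in 25.4% of 185 cases against 21.8% of the others (two-sided Fisher exact p = 0.244). All 6 called genes stayed called with GC and length offsets.

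Several of the strongest rises were in genes usually seen in stomach epithelium, such as Gkn2, and a hypothesis is that a wider stomach and gut epithelial program rose with them. Of 18 further genes of that kind, 15 passed the count filter. Their mean log2 fold change was 4.198 and the median was 3.32 (limma camera p = 1.43e-10, and 0.0206 with the correlation estimated). Neither p is adjusted over other sets, unlike those of the program sets. Unadjusted, the proliferation set had a limma camera p of 0.0249 with the correlation estimated. The list's estimated correlation was -0.00629, below the preset 0.01, so estimating it made no allowance for stronger correlation. Of the 15, 13 were higher, between 12 and 14 under the other scalings and offsets. The mean was raised by Gkn1, Pdx1 and Cym, at 12.2, 11.5 and 9.92. These had 0, 0 and 2 reads in each K-Ras sample, so the sizes of their changes are uncertain. Both Mll4-deleted samples, at a mean log2 CPM of 3.51 and 4.21, were above both K-Ras samples, at 0.152 and 0.642. The members named next were picked for their large changes after their values were seen. Ctse rose from 16.4 ± 9.12 to 425 ± 71.0 CPM (SD, n = 2 each), Anxa10 from 0.841 ± 0.728 to 70.5 ± 37.3 CPM, and Hnf4a from 7.76 ± 5.34 to 31.5 ± 3.63 CPM. Pdx1 and Gkn1 had 0 reads in both K-Ras samples and at least 164 reads in each Mll4-deleted sample. Vil1 and Agr2 did not rise, with log2 fold changes of -0.02 and -0.08. Muc6, counted among the 13, was in effect unchanged, with a log2 fold change of 0.00 and overlapping values. Muc5ac, also counted among the 13, overlapped too, at 2.44 and 30.7 CPM in Mll4-deleted and 3.76 and 7.17 CPM in K-Ras samples. Levels differed between the Mll4-deleted samples for some of these genes, with Cym at 3.31 and 120 CPM. With GC and length offsets the camera p was 8.40e-11. A loss of Nkx2-1, a regulator of lung identity, was tested as an explanation, and its log2 fold change was 0.06 with overlapping values. Only 1 of the 3 splits, the real one, shifted the list by as much, and the others shifted it by 0.72 and 0.54. With 3 splits this count cannot fall below 1, so it cannot decide whether the samples were arranged by chance. For the listed genes, the gap between the group means exceeded the spread between replicates (SD 0.497 for Mll4-deleted, 0.347 for K-Ras). This argues against replicate spread alone as the source. The pattern may reflect Mll4 loss, but 2 samples per group cannot show that it does. Admixed cells of another tissue were not tested.

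Small camera p-values at the preset correlation were not limited to the real split. Only the real split of the 3 shifted all 4 program sets by as much (1 of 3), but camera with its preset correlation also gave an adjusted p of 0.00653 for oxidative phosphorylation and 0.0218 for MAPK output when same-numbered samples were put together, and 0.0484 for oxidative phosphorylation when the groups were crossed. The oxidative phosphorylation set stayed called with GC and length offsets (limma camera adjusted p = 3.43e-10). However, 79 ribosomal protein genes, with a median transcript length of 1094 bases against 1186 for the oxidative phosphorylation genes, rose by a mean of 0.615 on the log2 scale, and 77 of the 79 were higher with TMM and with each other scaling run. This is more than the mean of 0.44 for oxidative phosphorylation, so the latter could belong to a shift shared with other abundant messenger RNAs rather than a change of its own. With GC and length offsets the means were 0.58 for the ribosomal protein genes and 0.40 for oxidative phosphorylation, so the offsets removed little of either, and length is not shown to be the cause. Ribosomal protein genes are also more abundant (median log2 CPM 7.73 against 5.24), which makes the match imperfect. Glycolysis, at 0.96, rose by more than the ribosomal protein genes.

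Cell content is another candidate explanation for the program sets, since endothelial, fibroblast and ciliated markers were lower in the Mll4-deleted samples. If those samples simply held more tumour epithelium, alveolar type 2 markers would have been expected to rise as well, and their mean log2 fold change was 0.0272. Tumour cells can lose such markers, so a difference in cell content cannot be excluded.

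Eno1b, the lower gene with the smallest p-value, was nearly absent from the Mll4-deleted samples. Its count was 182% and 204% of the Eno1 count in the K-Ras samples and 0.787% and 0.890% in the Mll4-deleted samples. A fixed leak of Eno1 reads would give a constant share, and the lowest K-Ras share was 204 times the highest Mll4-deleted share. Genes within 10 Mb of Eno1b (two-sided Fisher exact p = 0.376) and of Eno1 (two-sided Fisher exact p = 0.480) were not enriched for differences, which speaks against a strain segment with many changed genes at either place. The summed CPM of Eno1 and Eno1b was 9.75 and 10.5 in the Mll4-deleted samples and 11.7 and 7.14 in the K-Ras samples, a log2 ratio of 0.107. A candidate explanation is a sequence variant that moves uniquely aligned reads from Eno1 to Eno1b in the K-Ras mice, which cannot be told apart here from a true difference in Eno1b expression. The Eno1 fold change is uncertain for the same reason.

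The share of uniquely aligned reads outside annotated genes was 38.5 ± 1.07% in the Mll4-deleted samples and 43.0 ± 0.398% in the K-Ras samples (SD, n = 2 each). More nuclear RNA in the K-Ras samples was tested as an explanation with the nuclear-retained transcripts Malat1, Neat1, Kcnq1ot1 and Meg3. Of these 4, only 1, Malat1, was lower in both Mll4-deleted samples than in both K-Ras samples, with a log2 fold change of -0.47. Neat1 was lower on average, at -0.24, with overlapping values. Kcnq1ot1 was higher in both, and Meg3 varied widely between the Mll4-deleted samples, at 63.1 and 248 CPM. The 4 transcripts were thus not lower together, but the most abundant of them, Malat1 and Neat1, moved the way that explanation predicts, so it is not excluded. No biological explanation was tested.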
